A study of Rattus norvegicus with 9 samples. Its data were reported in "Disrupted propionate metabolism evokes transcriptional changes in the heart by increasing histone acetylation and propionylation" (2023).

How the data were processed

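Gene expression was measured by RNA sequencing in neonatal rat ventricular myocytes (NRVMs), which are heart muscle cells isolated from newborn rats and kept in culture. The 9 samples fell into 3 groups of 3 according to their labels: untreated control cells, cells given 6 mM propionate and cells given 6 mM butyrate. The labels give an exposure of 48 h. The study's text gives a shorter exposure for these cells, and the difference was not resolved here.

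Reads were aligned with STAR and PCR duplicates were removed, according to the study's methods. The authors then counted fragments per gene with featureCounts, and deposited whole-number counts that were not normalized. The header of the count table shows that fragments were summed over exons, that the strand of a fragment was not used and that fragments mapping to several places were left at the default setting, under which they are not counted. Genes that overlap or have near-identical copies can therefore be undercounted, and antisense transcripts cannot be told apart. The header names an annotation of the rat build rn5, although the study's methods name rn6. Which build the reads were aligned to could not be checked directly here. If it was not the build of the annotation, the counts per gene would be wrong, and so would all values drawn from them. A mismatch would leave most fragments outside the listed exons. Assigned fragments of 19371467 to 30672194 per sample were near the depth that the study gives. This argues against a mismatch for the genes as a whole. Coordinates are given here as in the header's build, rn5, counted from 1. No genome sequence of that build was used. Gene symbols are those of the count table, and 14175 of its 17055 symbols matched a current rat RefSeq symbol.

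The authors also deposited a table for each treatment against control. The per-sample signal values in these deposited tables are raw counts that the authors divided by one size factor per sample, so they are normalized counts, although the file names call them CPM. The fold changes in these tables are on the log2 scale, as computed by the authors with DESeq2. The authors' p-values are adjusted, and the deposited tables list the genes under 0.05 alone. The authors' deposited tables hold 5351 genes for propionate and 8983 genes for butyrate, more than the study's text reports for either. They were used to check the fit described next, and no test was run on them. The exon length per gene deposited in the count table was used in a check of length bias. Every count column belonged to a labelled sample.

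Differential expression was tested on the deposited counts with the Wald test of DESeq2 1.42.0 in R 4.3.3, with all 9 samples in one model at 3 treatment levels, as in the study's methods. Size factors were medians of ratios, log2 fold changes were not shrunken, and independent filtering was set at 0.05. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 are called differentially expressed genes (DEGs). Of the 17055 genes listed, 14617 had any count and entered the model. With the DESeq2 default of 0.1 for independent filtering, the model gave 5352 DEGs with propionate, including all 5351 genes of the authors' deposited table, and 8983 DEGs with butyrate, including all 8983 genes of the other.

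Replicate numbers in the labels run from 1 to 3 in each group, and the study describes its replicates as independent cell isolations. A second model therefore had the replicate number as a block. Whether the numbers pair the samples was checked with the correlation of deviations from the group means between same-numbered samples, on variance-stabilized counts of genes with a mean of at least 10. The other alternatives chosen before the data were examined were the quasi-likelihood test of edgeR 4.0.16, TMM factors, total counts as size factors, genes with at least 10 counts in at least 3 samples, independent filtering off, the Cook's distance filter off, only the 6 samples of the 2 groups compared, an adjusted p-value under 0.01, an absolute log2 fold change of at least 1, and leaving out each of the 9 samples in turn. No spike-in transcripts were used here, so no absolute scale was fixed.

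The models were tested on simulated counts drawn from the real means, dispersions and library sizes of 13775 genes. Every changed gene was given an absolute log2 fold change of at least 1, and no replicate effect was simulated. Among the real propionate DEGs the median absolute log2 fold change was 0.59. The recovered shares below therefore hold for large changes and do not measure recovery in these data. With 4000 genes changed, the DESeq2 model recovered 95.2% of them and 3.5% of its calls were false. With 200 genes changed, it recovered 91% and 19.5% of its calls were false, against 5.95% for edgeR. The adjusted p-values of the DESeq2 model were therefore too small where few genes changed, and the share of false calls was below the nominal rate where 4000 changed, a number nearer to that of these data.

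Correlations and slopes between the log2 fold changes of the 2 treatments are across genes, which are not independent replicates, and have no p-value. Shares of DEGs have Wilson 95% intervals, which cover counting error only. Genes named in the text followed a rule set before the data were examined. It took in the genes the study singled out in these cells. For each of the 3 contrasts, it took the 4 highest and the 4 lowest log2 fold changes among DEGs with a mean normalized count of at least 100 and no overlap between the groups' samples. It also took the 3 genes called in opposite directions by the treatments with the largest summed change, and at most 3 members per gene list. Some genes that the rule took in are not reported here. Phosphodiesterase and glutathione S-transferase genes were taken by symbol, and that symbol pattern was set after the data had been opened. Python 3.11.15 with scipy 1.17.1 was used for summaries, and matplotlib 3.10.9 for plots.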

Results

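RNA sequencing measured the transcripts of 9 NRVM cultures, with 3 control, 3 propionate-treated and 3 butyrate-treated samples. Assigned fragments per sample numbered 24070870, 19371467 and 30672194 in controls, 22564802, 20021012 and 20609787 with propionate, and 24311067, 21127739 and 20920135 with butyrate. Total counts did not differ between groups by more than their spread (exact two-sided permutation test, p = 0.4 for propionate and 0.7 for butyrate against control, n = 3). At this sample size the smallest p the test allows is 0.1. The 10 most abundant genes took up 11.4% ± 0.196 of counts in controls (SD, n = 3), 10.1% ± 0.998 with propionate and 7.49% ± 0.309 with butyrate. Principal component analysis of the 500 most variable genes placed 88.6% of the variance on a first component that separated the 3 groups, and 7.18% on the next. A further component with 3.11% set replicate 3 above replicates 1 and 2 within each group. Reduced chi-square values between replicates, which were used only to look for repeated libraries, ranged from 5.92 to 80.2, and none was found.

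The first comparison asked which transcripts respond to propionate in cells free of systemic influences. Propionate changed 5389 of 12630 tested genes, of which 2745 rose and 2644 fell (DESeq2, adjusted p-value under 0.05). Groups did not overlap for 53.8% of all tested genes, whereas chance separates 10% of genes at 3 samples against 3. Among DEGs with an absolute log2 fold change of at least 1, the setting that moved the count most, 978 rose and 545 fell. With the replicate block the count was 5507 DEGs, of which 2821 rose and 2686 fell, and 5082 were shared with the model without the block. Deviations of same-numbered propionate and control samples correlated at 0.47, 0.07 and 0.76 for replicates 1, 2 and 3, with a mean of 0.43, so that replicate 2 did not pair clearly.

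Butyrate, a 4-carbon acid that inhibits histone deacetylases, was used by the study to set apart the acetylation-related part of the response. It changed 8983 of 13480 tested genes, and 4659 rose whereas 4324 fell. This split depended on scaling, because total counts as size factors gave 6238 that rose and 2929 that fell. That scaling moved the median log2 fold change of all genes by 0.27 for butyrate against control, by 0.24 for butyrate against propionate, and by 0.03 for propionate against control. Direction for butyrate is thus relative to the median gene. The replicate block gave 9092 DEGs (4709 rose and 4383 fell), with same-numbered deviations that correlated at 0.31, -0.03 and 0.51 for replicates 1, 2 and 3, and at 0.27 on average.

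The 2 treatments were also compared with each other. Butyrate and propionate differed in 7358 genes, with 3855 higher and 3503 lower with butyrate. Total counts as size factors gave 5707 higher and 2151 lower. With the replicate block 7524 genes differed, of which 3878 were higher and 3646 lower, and same-numbered deviations correlated at 0.29, 0.48 and 0.58 for replicates 1, 2 and 3, and at 0.45 on average.

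**Figure D1:**
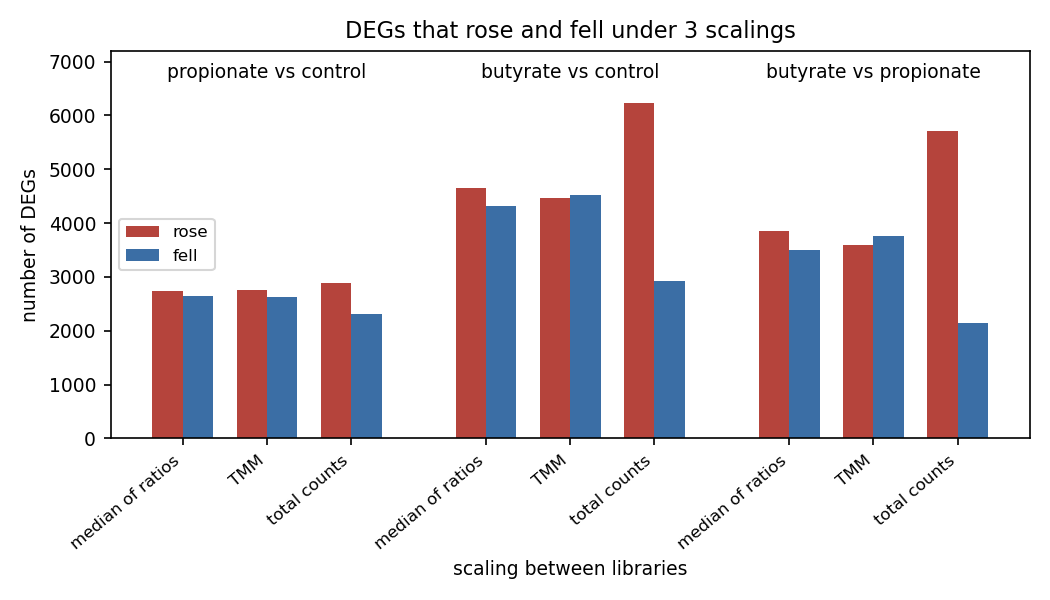
Number of DEGs that rose (red) and fell (blue) in each of the 3 contrasts, by the size factors used to scale the libraries. The butyrate split moves from 4659 that rose and 4324 that fell with medians of ratios to 6238 and 2929 with total counts.

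The responses to the 2 acids were then set against each other to find how far propionate acts like butyrate. Of the 5389 propionate DEGs, 4541 were also called with butyrate (84.3%, Wilson 95% interval 83.3 to 85.2), and 4289 of these changed in the same direction. Butyrate changed 66.6% of all genes tested with it, so a large share would arise even without a relation between the responses. The contrasts also use the same controls, and the share could not be obtained with separate ones. How far it exceeds what unrelated responses would give was thus not tested. Across these shared genes the log2 fold changes correlated with a Pearson r of 0.888 and a Spearman rho of 0.897. The slope of butyrate on propionate was 1.48. Among the 4289 genes with the same direction, 2586 differed between the treatments when tested directly, and the change was larger with butyrate for 2467 of them. The remaining 848 propionate DEGs were not called with butyrate. Their log2 fold changes correlated weakly and positively (r = 0.345, rho = 0.28), and 517 had the same sign with both treatments. Choosing genes without a butyrate call keeps their butyrate changes small, which tends to lower r. Over all 12630 tested genes r was 0.744. A direct test found a difference between the treatments for 591 of the 848, although choosing genes for a call with one treatment and not with the other tends to raise this number. With the replicate block the shared percentage was 84.7%, r over shared genes was 0.889 and r over propionate-only genes was 0.44, in samples whose same-numbered deviations correlated at 0.43 for propionate and control. The correlation over propionate-only genes fell to 0.23 when each treatment was set against different control samples, so part of it came from the controls that both contrasts share.

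**Figure D2:**
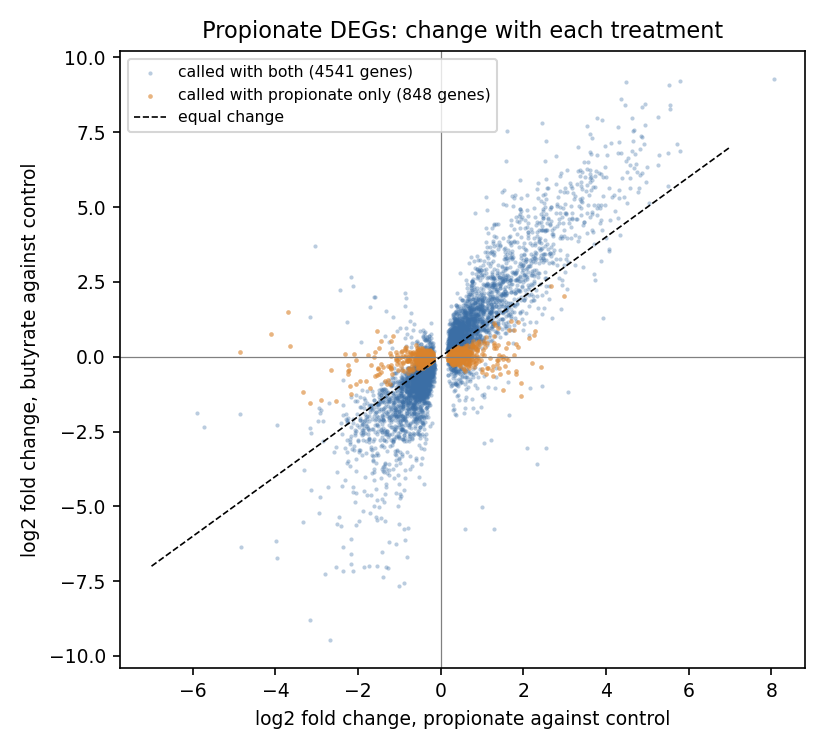
Log2 fold change against control of each propionate DEG, with propionate on the x axis and butyrate on the y axis; blue points are the 4541 genes called with both treatments, orange points the 848 called with propionate only, and the dashed line marks equal change. Most blue points lie farther from 0 on the butyrate axis, with a slope of 1.48.

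Among the genes singled out by the study, Pde9a (chromosome 20, 12340710 to 12405855) encodes a phosphodiesterase that degrades cGMP. Its normalized count was 43.6 ± 6.60 in controls (SD, n = 3), 165.8 ± 30.9 with propionate and 288.4 ± 44.2 with butyrate. The log2 fold change was 1.91 (SE 0.228, DESeq2 adjusted p = 1.41e-15) with propionate and 2.71 (SE 0.223, adjusted p = 7.07e-33) with butyrate. Gsta3 (chromosome 9, 26283550 to 26300195), a glutathione S-transferase with close paralogs that could share its reads, rose by 1.30 on the log2 scale with propionate and by 0.68 with butyrate. Cacnb1 (chromosome 10, 85742631 to 85763137) rose by 2.12 and 2.38, and Cox6b2 (chromosome 1, 75873172 to 75874397) by 2.03 and 2.76. Myh6 (chromosome 15, 37492599 to 37516191), which resembles its neighbour Myh7 in sequence, rose by 1.56 and 1.55, and Egr1 (chromosome 18, 27369518 to 27371716) by 0.99 and 1.11. Mme (chromosome 2, 173193501 to 173275027) was lower with both treatments, at 678.2 ± 203 in controls, 323.5 ± 82.5 with propionate and 262.2 ± 47.4 with butyrate, with log2 fold changes of -1.07 and -1.37. No exon of these 7 genes overlapped another listed gene. The study names Mme among upregulated genes, in propionate-treated NRVMs as well, and reports lower Egr1 in mice with propionic acidaemia. For Mme and Egr1 the values here run the other way in these cells, and the difference was not resolved.

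**Figure D3:**
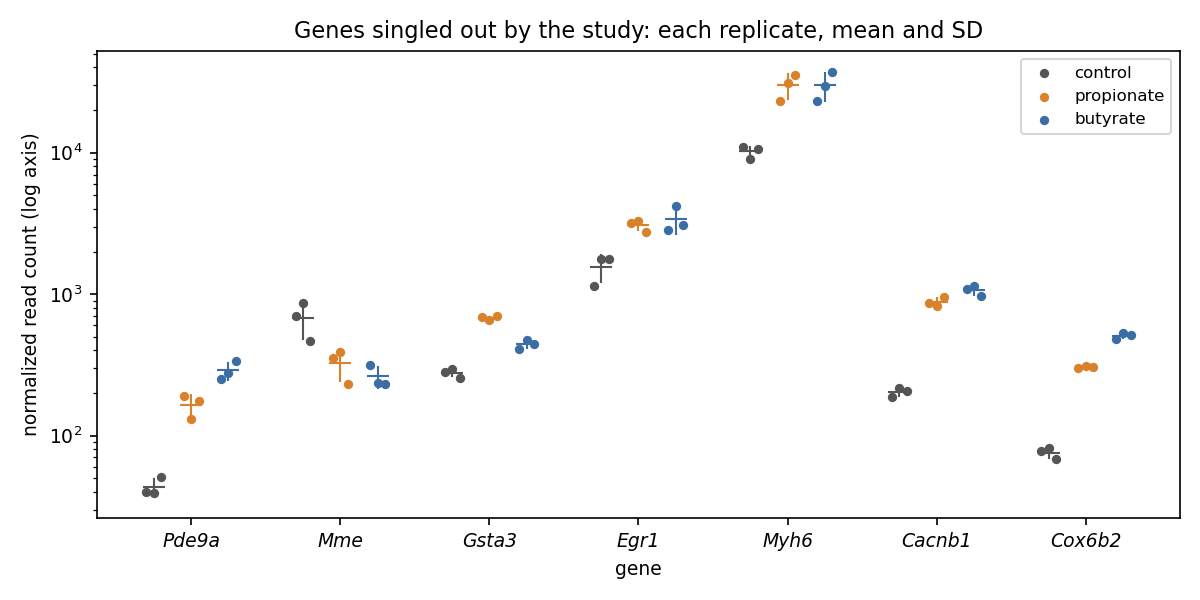
Normalized read count on a log axis of 7 genes singled out by the study, with each replicate as a point and the mean and SD as bars (n = 3 per group). Mme is lower with both treatments, at 323.5 with propionate and 262.2 with butyrate against 678.2 in controls, and the other 6 genes are higher.

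The largest rises with propionate were in Tmem59l, Padi3, MAST1 and Clstn3, with log2 fold changes of 5.00, 4.97 and 4.91 for Tmem59l, Padi3 and Clstn3. Clstn3 (chromosome 4, 224064529 to 224097591) went from 7.73 ± 0.434 normalized counts in controls to 232.4 ± 33.8 with propionate and 1053 ± 80.1 with butyrate. MAST1, whose exons overlap a listed microRNA gene, had at most 3 counts in each control, and was at least 23.0-fold higher with propionate and at least 159-fold higher with butyrate. The largest falls with propionate were in Pappa, Itgbl1, Ptprr and Figf, at -3.15, -2.93, -2.74 and -2.54. The largest rises with butyrate were in Sult4a1, MAST1, Fbxo2 and Sncb. Sult4a1 was also at or below 3 counts in each control and was at least 106-fold higher with butyrate. The largest falls with butyrate were in Lilrb4, Cybb, Figf and Ptprc. Cybb (chromosome X, 15359405 to 15391317) went from 448.6 ± 109 normalized counts in controls to 2.38 ± 1.39 with butyrate, a log2 fold change of -7.55. When butyrate was compared with propionate, Sncb, Kif5a, Tex15 and Sult4a1 rose most, and Cybb, Lilrb4, Ptprc and Cd53 fell most.

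The treatments called 252 genes in opposite directions. Ccl6 rose by 3.09 with propionate and had a log2 fold change of -1.19 with butyrate. Dbh had values of 2.46 and -0.99, and Ckmt1b of -1.62 and 2.01. The butyrate call for Ccl6 was lost in 5 of its 15 alternatives. In all, the direction and call of 43 of 44 results for named genes were the same under all 15 alternatives each, and the replicate block changed 0 of them, with mean same-numbered correlations of 0.27 to 0.45.

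Gene groups named by the study's question were summarised. Of 59 genes listed for cardiac muscle contraction, propionate raised 18 and lowered 6, and adjusting over the list alone gave the same numbers. Butyrate raised 12 and lowered 31, or 13 and 32 when adjusted over the list alone. Total counts as size factors gave 18 and 26 for butyrate. Phosphodiesterase genes did not move together. Propionate raised 5 and lowered 5, and butyrate raised 5 and lowered 10, or 7 and 7 with total counts. Glutathione S-transferase genes rose with propionate in 6 cases and fell in 1. With butyrate 11 rose and 1 fell, against 12 and 0 with total counts. With the replicate block these groups gave 18 and 9 for contraction with propionate, 14 and 35 with butyrate, 5 and 4 and then 5 and 9 for phosphodiesterases, and 7 and 1 and then 11 and 2 for glutathione S-transferases, in that order of rises and falls. All 10 cell cycle genes in a fixed list fell with both treatments. Top2a (chromosome 10, 86699277 to 86728312) had log2 fold changes of -2.18 with propionate and -2.34 with butyrate.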

Values the study reported

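The study reported 4,361 DEGs in propionate-treated NRVMs and 8,056 DEGs in butyrate-treated NRVMs. It counted 782 propionate-sensitive DEGs (18%) that did not respond to butyrate, which it described as lacking a positive correlation with butyrate. Cells were given 6 mM propionate for 24 h according to its text.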

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

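The numbers of DEGs stayed within 1.5 times the reported ones under each alternative but one. With an absolute log2 fold change of at least 1 they were 1523, 4018 and 2515 for propionate against control, butyrate against control and butyrate against propionate. Across the 9 fits that each left out one replicate, the counts ranged from 4357 to 5561, from 8185 to 8987 and from 6359 to 7212. The replicate block gave 5507, 9092 and 7524, beside mean same-numbered correlations of 0.43, 0.27 and 0.45 (for replicate 2 alone 0.07, -0.03 and 0.48). The following alternatives were chosen after seeing the data: the DESeq2 default for independent filtering, edgeR with the replicate block, and a looser symbol pattern for gene families. The cell cycle list was also put through the alternatives only after the data had been seen. edgeR with the replicate block gave 6244, 9265 and 7953 DEGs.

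The share of DEGs that rose was the result most tied to scaling. For propionate it was 50.9%, against 55.5% with total counts and 64.2% at an absolute log2 fold change of at least 1. For butyrate it was 51.9%, against 49.9% with edgeR, 49.7% with TMM factors, 68% with total counts and 56.9% at the fold change threshold. For butyrate against propionate it was 52.4%, against 49.4% with edgeR, 48.9% with TMM factors, 72.6% with total counts, 50.6% with only the samples of the 2 groups and 56.2% at the fold change threshold. Total counts moved the median log2 fold change of all genes by 0.27 and 0.24 in the butyrate contrasts but by 0.03 for propionate, and the cause of these differences in share was not tested.

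The shared percentage of propionate DEGs was 84.3%. It was 82.3% with only the samples of the 2 groups, 85.4% with edgeR and the replicate block, 83.0% at an adjusted p-value under 0.01 and 87.3% at the fold change threshold, and 81.3 to 86.0% when one replicate was left out. Separate controls could not give a value for this share, since the calls were held fixed. The correlation over shared genes was 0.888, and it was 0.874 with edgeR and the replicate block, 0.913 at 0.01, 0.905 at the fold change threshold, 0.857 with separate controls and 0.881 to 0.908 when one replicate was left out. The slope of 1.48 was 1.45 with separate controls and 1.44 to 1.51 when one replicate was left out. The correlation over propionate-only genes was the least stable. From 0.345 it went to 0.292 with edgeR, 0.322 with total counts, 0.252 with the samples of the 2 groups, 0.440 with the replicate block, 0.169 with edgeR and the replicate block, 0.445 at 0.01, 0.476 at the fold change threshold, 0.230 with separate controls and 0.258 to 0.519 when one replicate was left out. It remained positive in each. Apart from separate controls, the cause of these shifts was not tested. The study's figure instead gives a negative Pearson r over its own propionate-only genes. The gene sets are unlike, because the deposited tables hold 839 propionate-only genes, more than the study counted. The difference in sign was not resolved.

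Of 44 results for named genes, 1 was weaker under some alternative, 0 were stronger and 0 reversed. It was the butyrate value of Ccl6, which lost its call with total counts, with only the samples of the 2 groups and in 3 of the 9 fits that left out one replicate. The count of glutathione S-transferase genes that fell with butyrate went from 1 to 2 with TMM factors, the replicate block or the looser symbol pattern, and to 0 with total counts.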

Other observations

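The tests of repeated loci, fibroblast markers and cell cycle genes were chosen only after the pattern had been seen. The leukocyte list was written after its pattern had been seen but before the values of its genes were.

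Other splits of the samples were tried for each contrast, with only the 6 samples of the 2 groups. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many DEGs in each contrast, the real one, with 5220, 8693 and 6995 DEGs. The others of this kind gave at most 1 DEG. The 6 splits that part a single pair gave at most 198. All splits but the real one mix samples of the 2 groups, so the treatment effect itself raises the spread and lowers the calls. Their low numbers therefore do not measure the rate of false calls. With 10 splits in all, a share under 0.05 cannot be reached, so chance cannot be excluded by this count alone.

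Genes at or under 3 counts in all controls and at or over 10 in all treated samples outnumbered the reverse. With butyrate there were 249 against 58, and with propionate 22 against 4. Library depth did not account for this, because the butyrate ratio was 5.5 after thinning every library to the smallest total. Nor did scaling between libraries, because the ratio was 4.5 after thinning in proportion to the size factors. Of 37 genes switched on with propionate after thinning by the size factors, 36 were also switched on with butyrate. A candidate explanation is the opening of silent genes by histone acylation, which was not tested here.

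The genes that fell furthest with butyrate included Lilrb4, Cybb, Ptprc and Cd53, which are typical of leukocytes. Fewer leukocytes in the butyrate wells might produce this. Of 18 other leukocyte markers, 16 fell with butyrate (88.9%), just under the 90% set beforehand, and the SD of their log2 fold changes was 6.1 times their median standard error. Their median log2 fold change was -4.28. Cd74 rose, and Coro1a was not called. The list thus missed what was set for a uniform loss of leukocytes. Whether other cells express some of these markers was not tested, so a loss of leukocytes is not excluded. A mixture of cell loss and regulation was not tested. With propionate 7 markers fell and 4 rose. The fall of these genes is not shown to be a response of the myocytes.

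Fibroblast markers were lower in treated cells, 9 of 11 with propionate and 10 of 11 with butyrate, but 1 of 11 was higher in each contrast, with log2 fold changes of 0.92 and 0.93. A smaller share of fibroblasts is a possible explanation. The SD of their log2 fold changes was 4.8 times their median standard error with propionate and 10.2 times with butyrate, above the ratio of 2 set for a uniform shift. By that rule the ratios counted against a smaller share of fibroblasts, but the reading was changed after the values had been seen. Whether other cells express some of the markers was not tested, so the pattern cannot be told apart from a smaller share of fibroblasts. Of 11 myocyte markers, 8 fell and 1 rose with butyrate (median log2 fold change -1.30), whereas 1 fell and 4 rose with propionate. With TMM factors, total counts or edgeR, 7 to 9 fell and 1 rose with butyrate, and 0 or 1 fell and 3 or 4 rose with propionate. With the replicate block 9 fell and 1 rose with butyrate, and 2 fell and 4 rose with propionate, in samples whose same-numbered deviations correlated with control at 0.27 and 0.43 on average. All 10 cell cycle genes were lower in treated cells, and 10 were still called lower with total counts in either contrast. That scaling moved the median log2 fold change by 0.27 with butyrate and by only 0.03 with propionate, where it tests little, whereas the smallest falls of these genes were -1.26 and -1.39. The choice between these 2 scalings was thus too small to account for the falls. Other explanations were not tested for these genes, so the falls are not shown to be a response of the myocytes.

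Genes called with propionate and not with butyrate could reflect a threshold effect. Of the 848 genes, 30.3% had no difference between the treatments when tested directly, under the 50% set beforehand for a threshold effect. By that rule the value counted against a threshold effect, but the reading was changed after the value had been seen. These genes were chosen by their calls on the same samples, which tends to raise the number that differ. The pattern therefore cannot be told apart from a threshold effect. Noise of the shared control samples did contribute to their correlation, which changed by -0.12 with separate controls. With 1 control sample per contrast, the mean r was 0.415 when the sample was shared and 0.213 when it was not.

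Log2 fold changes were barely related to gene length, with a Spearman rho of -0.029 for butyrate, so a length-dependent library bias between groups was not seen. Single libraries did differ by length, with rho of -0.313 between butyrate replicates 2 and 1.

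Col1a2 and Hprt1, which many cells express, were listed with few counts, at most 124 and 5 per sample. Both are annotated at repeated loci. Among genes with at least 4 exons and 1000 bp of exon, 92.5% of those whose exon lengths all repeat within the annotation had under 10 mean counts, against 15.6% of the others, a ratio of 5.92. Without these limits, an alternative chosen after seeing the data, the shares were 92.7% and 29.4%, a lower ratio of 3.16. Loss of fragments that map to several places is a likely source, and 227 genes of this kind cannot be read as unexpressed.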
